A study of Drosophila melanogaster with 48 samples.

How the data were processed

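Gene expression was measured by RNA sequencing in fat body, the organ that carries out much of the metabolic and humoral immune work of the adult fly, from *Drosophila melanogaster*. Per the labels, flies of 4 genotypes were used: the lines A4 and B6 and both F1 hybrids between them, 1 with a B6 mother and an A4 father and 1 with an A4 mother and a B6 father. Each genotype was sampled under 3 treatments, which the labels name Control, *Enterococcus faecalis* (a Gram-positive bacterium) and *Serratia marcescens* (a Gram-negative bacterium). Infected flies received about 10000 colony-forming units by microinjection and fat bodies were dissected 3 hours later, with 3 fat bodies pooled per sample. The labels do not state what Control flies received, nor the sex of the flies. RNA was taken from Trizol with a column kit, and libraries followed a modified SmartSeq2 protocol with Nextera adapters, per the labels. Groups, treatments and extraction batches were taken from the labels. Replicate numbers only name libraries, because the labels give none.

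The deposited table held estimated counts per gene for 13941 genes in 167 columns, and every column matched 1 library by name. Each of the 48 libraries had a column of estimated counts marked as iso1, the name of the reference strain, and a pair of columns with reads assigned to either of 2 parental genomes. The first of that pair was nearly empty in every B6 library and the second in every A4 library, so they were read as the A4-genome and the B6-genome counts. The 23 parental-line libraries also had a column under the bare library name, whose reference is not stated. All of these deposited values were estimated counts that the authors had not normalized, and 35.1% of the iso1 values were not whole numbers. The aligner, the quantification tool, the genome build, the annotation and the use of strand in counting are not given in the sources used here. Without strand information, the counts of overlapping and antisense genes were treated as uncertain, and so were those of near-identical paralogs, such as the attacin, cecropin and bomanin genes, between which the authors' counting could split reads. Gene identifiers were FlyBase numbers. Of these, 13839 matched the Ensembl release 115 annotation of BDGP6.54, which supplied symbols, positions and exon lengths. Coordinates are given in that build and may differ from the build behind the counts.

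All estimated counts were rounded to whole numbers. Library totals over genes ran from 6.56 to 51.3 M (1e+06) counts, with a median of 25.0 M. The F1 libraries, at 24.2 to 51.3 M, were deeper than the parental-line libraries, at 6.56 to 23.3 M. The 2 genome-assigned columns together held 11.8% to 15.4% of a library's total, so allele comparisons rested on far fewer reads than comparisons of genes. Counts are of reads without molecular identifiers, so intervals and floors cover counting error only. Between 11671 and 13029 genes had a count in a library. In 73 pairs of libraries of the same group the chi-square of the counts per degree of freedom was at least 49.3 and no pair was identical, so every library was counted as a separate sample.

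The reported fit was edgeR 4.0.16 (R 4.3.3) quasi-likelihood with TMM scaling. It held all 48 libraries in 12 genotype-by-treatment groups of 3 to 5 and an additive term for the 9 extraction batches, and genes passed filterByExpr on the 12 groups (minimum count 10, minimum total 15). In all, 12438 genes were tested. A gene is called when its Benjamini-Hochberg adjusted p is under 0.05 within a comparison. The common biological coefficient of variation was 0.453. The design, the tests, the named-gene rule and the alternatives not marked below as later were fixed before the data were examined. There were 15 comparisons: the response to each bacterium as the mean of the 4 genotypes, their difference, the parental difference (B6 minus A4) in each treatment, its 3 pairwise differences between treatments (interactions), the reciprocal F1 difference (A4 mother minus B6 mother) in each treatment, and the F1 mean minus the mid-parent in each treatment. The mid-parent was the mean of both parents on the log scale, so a gene silent in 1 line and expressed from a single allele in the F1 lies above it.

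Batch numbers came from the labels. The *E. faecalis* libraries filled 4 batches, each with all 4 genotypes, and shared 2 batches with 5 of the Control libraries and another 2 with *S. marcescens* libraries. Control and *S. marcescens* shared 5 batches. Deviations from the group mean were correlated between libraries of different groups. The mean correlation was 0.117 over the 110 pairs from the same batch and -0.0118 over the 945 pairs from different batches. Values above 0.1 were found in 57 of the 110 same-batch pairs and 324 of the 945 different-batch pairs. The batch term blocks on this label.

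Alleles were compared per treatment with edgeR on the genome-assigned counts of genes with a value in both genomes (11597 genes, of which 9760 are autosomal). The parental difference came from the parental lines' reads on their own genome, the allelic difference from the F1 reads on the B6 against the A4 genome with each F1 library as a block, and their difference from 1 joint fit. The difference of the allelic from the parental value is called the trans difference here, and the allelic difference the cis difference, as is usual in this field. Total assigned counts were the library sizes. Only autosomal genes entered, a choice made after X-linked reads in F1 libraries were found to carry almost only the maternal allele. The classes were cis only (parental and allelic called), trans only (parental and trans called), compensatory (allelic and trans called), and cis plus trans or cis by trans (all 3 called, with the cis and trans parts in the same or opposite direction).

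Genes are named by a fixed rule. In each comparison, among called genes with a mean of at least 10 CPM, counts scaled to a library total of 1e+06, the largest positive and largest negative log2 fold changes are named (2 of each for the responses and the parental differences). *DptA*, *AttC*, *Drs*, *Mtk*, *BomS1*, *PGRP-SB1*, *PGRP-SD* and *PGRP-LC* are reported always, and members of 3 immune gene lists may be named where called. The lists, written from general knowledge, were Imd-type targets (17 genes, 17 tested), Toll-type targets (24 genes, 23 tested) and recognition and signalling (23 genes, 22 tested). Genes named outside the rule are said to be so. Against a group with no counts, a fitted fold change depends on the prior count and is no bound, so a fold is given as a lower bound against a floor of 3 counts over the group. For 1 to 3 counts the ratio has a 95% counting interval.

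Alternatives listed at the outset were DESeq2 size factors (RLE) within edgeR, the DESeq2 1.42.0 Wald test, no filter on low counts, no batch term, the libraries of the compared groups alone without the batch term, and leaving out each library in turn. Alternatives added after the data were seen were thinning of all libraries to 6559548 counts, scores of testis, accessory gland and gut markers as covariates, the unsuffixed columns of the parental lines, and for alleles TMM-scaled sizes, X-linked genes, exclusion of genes with over 5% of reads on the wrong genome, and replicates 1 to 3 alone. Other splits of the libraries refitted each comparison with the trended dispersions and gene set held: 35 splits were enumerated for parental differences and for the reciprocal differences in Control and *E. faecalis*, and 100 were drawn elsewhere, the real split included. After these were seen, splits were added that part as many pairs of libraries from the same batch as the real split does, either all of them or 100 drawn ones, and these decide whether chance is excluded. For the trans difference, splits exchanged the parental and F1 roles with alleles kept, after pairing the parental libraries in replicate order. The chance level of the correlation between both responses, which share Control libraries, came from 10 simulations without any difference.

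Lists of tissue markers were written after the principal components had been seen and before any list was tested: testis (31 of 32 genes tested, most abundant *loopin-1* at a mean of 832 CPM), accessory gland (20 of 21, *Acp62F* at 390 CPM), gut (26 of 26, *Amy-p* at 2611 CPM) and fat body (12 of 12, *Desat1* at 16683 CPM). No symbol was on 2 of these lists, and whether fat body itself transcribes members of the first 3 was not determined. A tissue score is the summed CPM of a list.

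The procedures were tested on simulated counts drawn from the libraries' means and sizes, with 200 genes changed by a log2 value of 2. For the *E. faecalis* response 93.5% of changed genes were recovered with 7 false calls among 12275 genes, for the Control parental difference 84.0% with 10 false calls among 12263, for the *E. faecalis* reciprocal difference 83.0% with 8 among 12278, for the interaction of *E. faecalis* with Control 63.5% with 10 among 12277, and for the Control F1 mean minus mid-parent 89.0% with 7 among 12287. For the allele fits in Control, 100% of changed genes were recovered with 11 false calls for the allelic and 83.0% with 6 for the trans difference, among 6126 genes. Principal components used log2 CPM with a prior count of 2. Python with numpy, pandas and matplotlib prepared the tables and drew the plots.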

Results

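Fat body transcriptomes of the *D. melanogaster* lines A4 and B6 and of both reciprocal F1 hybrids were compared in Control flies and 3 hours after injection of *E. faecalis* or *S. marcescens*. The design addresses how the expression of each line and of their alleles differs, and whether that divergence depends on the infection. There were 48 libraries, 16 per treatment. Groups held 4 libraries each, except *S. marcescens* B6 with 3 and *S. marcescens* F1 with a B6 mother with 5. Total counts, with M for 1e+06, were 7.43 to 23.3 M in A4 libraries, 6.56 to 22.4 M in B6, 24.2 to 51.2 M in F1 with a B6 mother and 27.9 to 51.3 M in F1 with an A4 mother. The 10 most abundant genes took 12.8% to 24.4% of a library's counts.

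In a principal component analysis of log2 CPM the first 4 components held 23.5%, 12.2%, 9.56% and 8.44% of the variance. Extraction batch accounted for 43.3% of the variance along the first component and 51.7% along the third, against 21.3% and 20.02% for treatment. Treatment accounted for 63.6% of the fourth component and genotype for 29.0% of the first.

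The first question was which genes respond to each infection. Averaged over the 4 genotypes, edgeR called 1323 of 12438 genes for *E. faecalis* against Control, 579 higher and 744 lower, and 1730 genes for *S. marcescens*, 907 higher and 823 lower. More *E. faecalis* calls were higher than lower with RLE scaling (669 and 585), with DESeq2 (799 and 721) and with tissue marker scores as covariates (249 and 197), so the excess of lower genes depends on the method. It also turned in 5 of 32 omissions of 1 library. The median standard error of a log2 fold change over all genes was 0.22 for *E. faecalis* and 0.19 for *S. marcescens*. The *E. faecalis* count moved most when only the compared libraries were fitted without batch, which gave 4809 calls. Without the batch term in the full fit it was 3576, of which 1085 were higher and 2491 lower. Control and *E. faecalis* libraries shared only 2 batches, which held 5 Control libraries, so this contrast rests on few libraries within batches. The *S. marcescens* count was never moved by more than 1.5 times under any alternative run. Of the genes called for either bacterium 942 were called for both, 939 of them in the same direction. Across genes, which are not independent replicates, both responses had a Spearman correlation of 0.657 (jackknife SE 0.180 over libraries) and a Pearson correlation of 0.643. Because both use the same Control libraries, 10 simulations with no response gave a mean Spearman of 0.342 (0.331 to 0.354) and a mean Pearson of 0.323, and at most 0 genes called in both. Those simulations used the fit with batch. Without the batch term the Spearman correlation was 0.252, and no simulated level was computed for that fit.

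**Figure D1:**
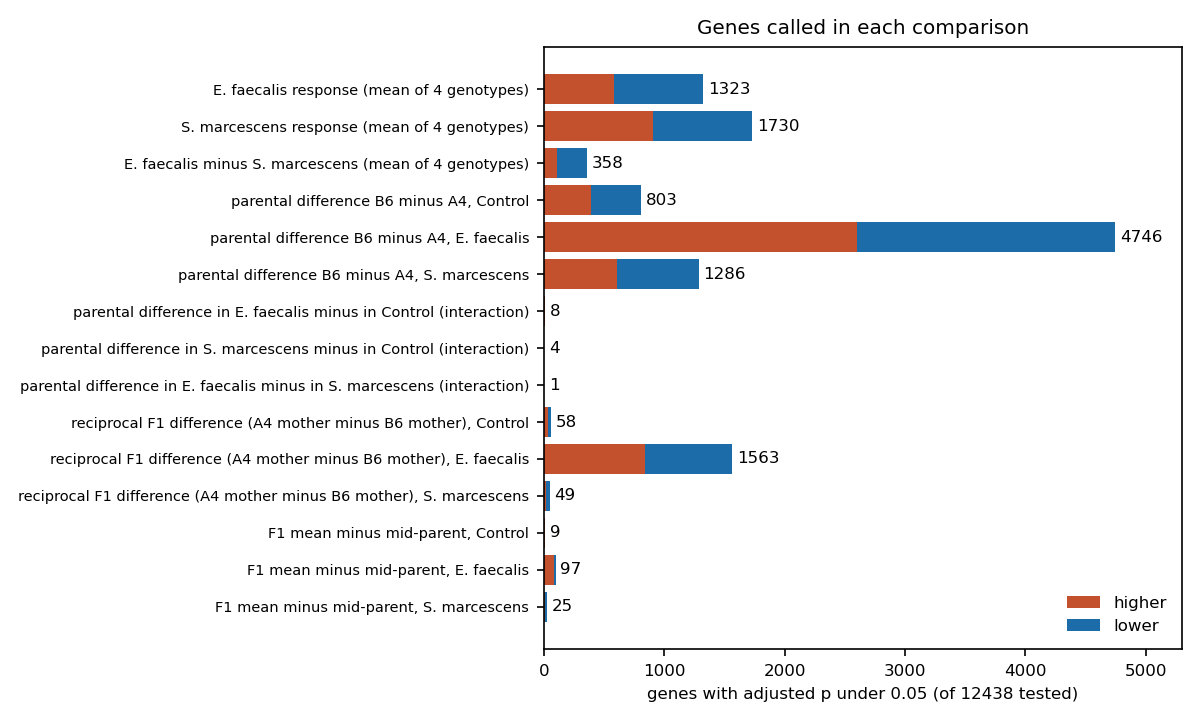
Number of genes called (edgeR, adjusted p under 0.05, x axis) in each of the 15 comparisons (y axis), with higher genes in red and lower genes in blue. The largest bars are the parental difference under *E. faecalis* (4746 genes), the response to *S. marcescens* (1730) and the reciprocal F1 difference under *E. faecalis* (1563).

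The antimicrobial peptide genes *DptA* (FBgn0004240, 2R 18865765 to 18866260) and *AttC* (FBgn0041579, 2R 13393705 to 13394667) are read as targets of the Imd pathway, which senses the cell wall of Gram-negative bacteria. In B6, *AttC* was at 46.3 ± 62.1 CPM in Control (SD, n = 4), 5290 ± 4445 with *E. faecalis* (n = 4) and 13738 ± 2742 with *S. marcescens* (n = 3). Its response averaged over genotypes was a log2 fold change of 4.35 (SE 0.98, edgeR adjusted p 0.00244) for *E. faecalis* and 7.47 (SE 0.86, adjusted p 6.72e-08) for *S. marcescens*. *DptA* rose with *S. marcescens* by 7.27 (SE 1.09, adjusted p 7.19e-06). Its *E. faecalis* change of 2.17 (SE 1.22, adjusted p 0.346) was not past the threshold. One library decided that value. Without Control replicate 4 of the F1 with a B6 mother, the *DptA* change was 3.77 with adjusted p 0.0143, over alternatives that spanned adjusted p 0.0143 to 0.677, and without the batch term it was 2.13 with adjusted p 0.0428. That Control library held 2818 CPM of *DptA*, and the other 3 of its group held 1.02 to 3.23. *AttC* overlaps *CG4744* on the opposite strand.

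*Drs* (FBgn0283461, 3L 3369556 to 3369942) and *BomS1* (FBgn0034329, 2R 18383949 to 18384378) are read as targets of the Toll pathway, which responds to Gram-positive bacteria. *Drs* rose by 3.57 (SE 0.67, adjusted p 0.000295) with *E. faecalis* and by 2.95 (SE 0.52, adjusted p 7.64e-05) with *S. marcescens*. For *BomS1* the changes were 3.10 (SE 0.57, adjusted p 0.000228) and 2.10 (SE 0.43, adjusted p 0.000533). In B6, *BomS1* was at 114 ± 58.9 CPM in Control (n = 4), 4336 ± 1515 with *E. faecalis* (n = 4) and 621 ± 412 with *S. marcescens* (n = 3). *Mtk* (FBgn0014865, 2R 15408846 to 15409113), which overlaps *Stacl* on the same strand, rose by 3.08 and 5.57 (adjusted p 0.00683 and 1.05e-07). *PGRP-SB1* (FBgn0043578, 3L 16727299 to 16727989) rose by 2.77 and 5.75 (adjusted p 0.000937 and 5.36e-10). *PGRP-SD* (FBgn0035806, 3L 7651180 to 7651900), which overlaps *CG32373* on the same strand, rose by 1.73 and 4.02 (adjusted p 0.000424 and 1.59e-11). The receptor gene *PGRP-LC* (FBgn0035976, 3L 9338810 to 9348336) rose by 1.32 and 2.89 (adjusted p 0.00507 and 1.15e-09).

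**Figure D2:**
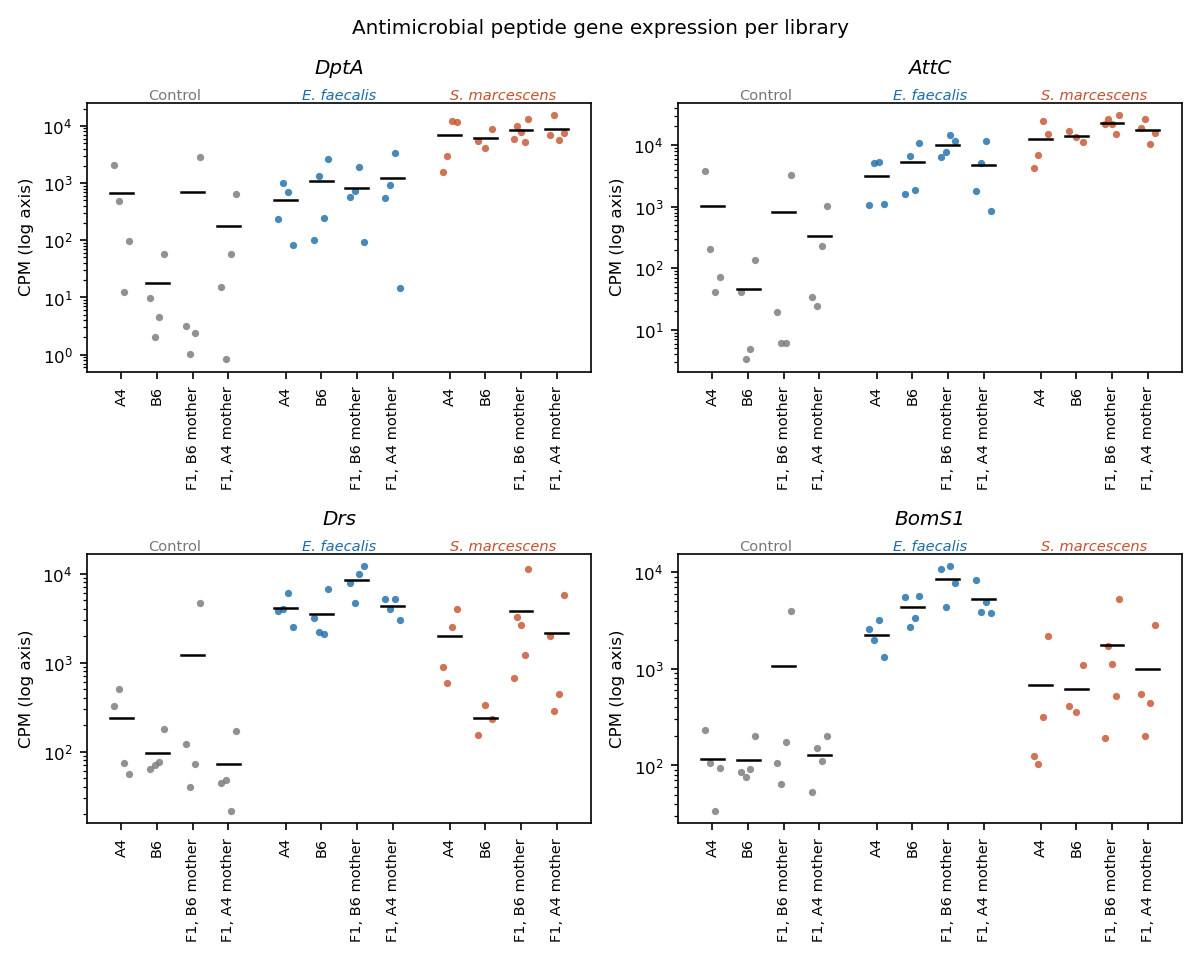
CPM on a log axis (y) of *DptA*, *AttC*, *Drs* and *BomS1* in each library (points) by genotype and treatment (x), with black bars for group means. In the *S. marcescens* libraries *AttC* lay between 4186 and 30775 CPM, and Control replicate 4 of the F1 with a B6 mother stood at 3276, above the other 3 Control libraries of its group.

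Among the lists fixed beforehand, 15 of 17 Imd-type targets were called higher with *E. faecalis* over all genes and 16 adjusted over the list alone, and with *S. marcescens* 17 were called either way. Their median log2 fold change was 4.35 for *E. faecalis* and 7.47 for *S. marcescens*. Of 23 Toll-type targets, 18 were called higher for each bacterium (19 and 19 adjusted over the list alone), with medians of 2.41 and 1.83. In the recognition and signalling list, 13 of 22 genes were called with *E. faecalis* (10 higher and 3 lower, 14 adjusted over the list alone) and 15 with *S. marcescens* (13 higher and 2 lower, 15 adjusted over the list alone). The directions of the 2 target lists were the same with TMM and with RLE scaling. Near-identical paralogs make single values of attacin, cecropin and bomanin genes uncertain. Control B6 replicate 4 and both batch 9 Control libraries, which share batches with *E. faecalis*, had high immune transcripts. With the batch term this may lower *E. faecalis* values here and against *S. marcescens*.

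By the size of the change, *sisA* (FBgn0003411, X 11321579 to 11322357) rose most with *E. faecalis*, by a fitted 9.75 (SE 0.91, adjusted p 1.30e-08). In B6 it went from 0 counts over 4 Control libraries to 94.2 ± 63.4 CPM (n = 4), at least 1828-fold higher against a floor of 3 counts over the group. *AttA* (FBgn0012042, 2R 14747362 to 14748215), whose reads can be split with its paralog *AttB*, rose by 7.46 (SE 0.83, adjusted p 9.23e-08). The largest falls were in *CG34136* (FBgn0083972, 2L 21096922 to 21098932; -10.32, SE 1.35, adjusted p 8.98e-06) and *CG17242* (FBgn0250841, 2L 2268106 to 2269140; -4.81, SE 1.36, adjusted p 0.0178). *CG34136*, which overlaps *l(2)05287* on the opposite strand, had no counts over the *E. faecalis* libraries of A4 and of the F1 with an A4 mother, at least 333-fold and 739-fold lower than in Control. Without Control B6 replicate 4 the *CG17242* change was -3.42 with adjusted p 0.140, the highest adjusted p over its alternatives, the lowest being 1.42e-05. With *S. marcescens*, *CG43920* (FBgn0264541, 2R 17598845 to 17599253), which overlaps *Smurf* on the opposite strand, rose by 10.03 (SE 1.13, adjusted p 4.70e-08) and *CecB* (FBgn0000278, 3R 30213315 to 30213797) by 9.84 (SE 0.64, adjusted p 9.52e-13). The largest falls were again in *CG34136* (-7.42, SE 1.12, adjusted p 3.46e-05), at least 938-fold lower than Control in the F1 with an A4 mother, and in *CG9837* (FBgn0037635, 3R 8807679 to 8813579; -3.98, SE 0.40, adjusted p 6.73e-09).

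The infections were then compared directly. *E. faecalis* minus *S. marcescens* gave 358 calls, 107 higher and 251 lower. These treatments shared 2 batches, and without the batch term the count was 3956. Of the Imd-type targets, 14 were lower with *E. faecalis* (16 adjusted over the list alone), with a median of -2.98. Of the Toll-type targets 3 were higher and 3 lower (8 called adjusted over the list alone), with a median of 0.74. Without *S. marcescens* B6 replicate 3 there were 2 Toll-type calls, and without the batch term 20. In the recognition list 6 genes were called, 2 higher and 4 lower, and 7 adjusted over the list alone. *DptA* was lower by a log2 value of -5.09 (SE 1.09, adjusted p 0.00406), *PGRP-SB1* by -2.98 (SE 0.52, adjusted p 0.000478), *PGRP-SD* by -2.29 (SE 0.32, adjusted p 1.82e-05) and *PGRP-LC* by -1.57 (SE 0.31, adjusted p 0.00199). For *AttC* (-3.12, SE 0.84, adjusted p 0.0318) and *Mtk* (-2.49, SE 0.68, adjusted p 0.0359) the call was close to the threshold, and over alternatives the adjusted p ran from 0.00134 to 0.143 and from 0.000539 to 0.143. *Drs* (0.63, SE 0.61, adjusted p 1.00) and *BomS1* (1.00, SE 0.54, adjusted p 0.690) were not called. Both were called higher without the batch term, at 1.78 (adjusted p 0.00794, over alternatives from 0.00203) and 2.30 (adjusted p 0.000879, over alternatives from 0.000827). The extremes were *sisA* (3.41, SE 0.84, adjusted p 0.0178) and *CG43920* (-7.28, SE 1.11, adjusted p 6.76e-05). The *sisA* call was lost without *S. marcescens* A4 replicate 4 (2.84, adjusted p 0.146) or B6 replicate 3 (2.50, adjusted p 0.222), over alternatives from 1.15e-06 to 0.222.

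Divergence between the parental lines was tested within each treatment. B6 minus A4 gave 803 calls in Control (388 higher and 415 lower), 4746 with *E. faecalis* (2598 and 2148) and 1286 with *S. marcescens* (605 and 681). The median absolute log2 difference over all genes was 0.44, 0.73 and 0.55, at median standard errors of 0.37, 0.35 and 0.39. These counts depended on single libraries. In Control the count was 1672 without A4 replicate 3, 514 without A4 replicate 4 and 530 without B6 replicate 4. With *E. faecalis* it was 2908 without A4 replicate 1, 2980 without A4 replicate 3 and 2520 without B6 replicate 3. With *S. marcescens* it was 627 and 2658 without A4 replicates 1 and 2, and 566, 2551 and 615 without B6 replicates 1, 2 and 3. Of the alternatives, the fit of the compared libraries alone, without batch, moved the Control and *S. marcescens* counts most, to 253 and 98 (4516 with *E. faecalis*). Tissue marker scores as covariates, chosen after the data were seen, moved the *E. faecalis* count most, to 1248. The side with more calls depended on the method. RLE scaling gave 2346 higher and 2455 lower calls for *E. faecalis* and 848 and 584 for *S. marcescens*, where it moved the median of all genes by 0.10, and DESeq2 gave 2611 and 2752 and 1200 and 1046. In Control thinning gave 342 and 338. Leaving out 1 library also turned it, in 2 of 8 omissions in Control and 3 of 7 with *S. marcescens* (337 and 229 without B6 replicate 1). In all 3 treatments 507 genes were called, 506 of them in the same direction. Across genes the Spearman correlation of the parental differences was 0.694 (jackknife SE 0.298) between Control and *E. faecalis*, 0.744 (SE 0.227) between Control and *S. marcescens* and 0.718 (SE 0.182) between both infections, and the Pearson values were 0.597, 0.696 and 0.632. Without Control A4 replicate 4 the Control and *E. faecalis* value was 0.397 and the Control and *S. marcescens* value 0.512.

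The largest parental differences were genes with no or almost no counts in 1 line. *CG7695* (FBgn0038631, 3R 18616754 to 18617511) had no counts in A4 and was at least 3819-fold higher in B6 in Control and at least 3176-fold with *S. marcescens* (fitted 14.92, SE 1.47, adjusted p 3.23e-07, and 15.27, SE 1.53, adjusted p 5.38e-07). It overlaps *CG14304* on the same strand and *qin* on the opposite strand. *sordd2* (FBgn0052581, X 15796908 to 15799162) had 2 counts over the A4 Control libraries, a ratio of 1542 with a counting interval of 427 to 12730. With *E. faecalis* it had none in A4 and was at least 1386-fold higher in B6, and with *S. marcescens* the ratio was 2002 (554 to 16533). Its fitted values were 10.50, 13.60 and 11.12 (SE 0.73, 0.85 and 0.72; adjusted p 1.46e-09, 2.21e-10 and 7.03e-10). *CG18853* (FBgn0042173, 2R 7829062 to 7830429; fitted -13.79, SE 1.12, adjusted p 1.38e-09 in Control), which overlaps *Prosalpha1R* on the opposite strand, was at least 1399-fold lower in B6. *CG32640* (FBgn0052640, X 13178005 to 13178523), which overlaps *Lgr4* on the opposite strand, was at least 591-fold lower in B6 in Control and 731-fold with *E. faecalis* (fitted -12.42 and -12.79, SE 0.55 and 0.54, adjusted p 1.03e-08 and 2.83e-09). *CG10096* (FBgn0038032, 3R 12390166 to 12395980) was at least 2149-fold higher in B6 (fitted 20.09, SE 6.25, adjusted p 0.0154), overlaps *CG10097* on the same strand and lost its call without *E. faecalis* A4 replicate 3 (15.29, adjusted p 0.0589, over alternatives from 7.28e-33 to 0.0589). *Cyp6a2* (FBgn0000473, 2R 6779749 to 6781491), which overlaps *Epac* on the same strand, was lower in B6 with *E. faecalis* (fitted -8.10, SE 0.90, adjusted p 1.24e-07) and at least 706-fold lower with *S. marcescens* (fitted -13.96, SE 1.62, adjusted p 6.60e-07). *CG43784* (FBgn0264309, X 19957548 to 19958342) was at least 419-fold lower in B6 with *S. marcescens* (fitted -13.69, SE 2.30, adjusted p 0.000177). From the parental lines' unsuffixed columns its value was -1.86 with adjusted p 0.0646, the highest over its alternatives, the lowest being 9.20e-11. Several of these genes had no value on 1 of the parental genomes: *CG18853*, *CG32640* and *Cyp6a2* had none on the B6 genome, *sordd2* none on the A4 genome, and *CG10096* none on either.

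In the immune lists, no Imd-type target differed between the lines in Control (0 adjusted over the list alone), while 3 were called higher in B6 with *E. faecalis* (*CecA1*, *CecA2* and *PGRP-LB*; 3 adjusted over the list alone) and 1 was called with *S. marcescens* (*CecB*, lower in B6; 0 adjusted over the list alone). For Imd-type targets in Control, DESeq2 called 2, edgeR without batch 1, and edgeR without Control A4 replicate 3 called 1. The *CecB* call was lost without any one of *S. marcescens* A4 replicates 1, 3 and 4 or B6 replicates 1, 2 and 3, which left 0. Toll-type calls numbered 2, 5 and 0 (2, 1 and 0 adjusted over the list alone), and for *S. marcescens* DESeq2 called 4. In Control both Toll-type calls, *BomBc3* and *BomT3*, were lower in B6, and the count was 1 without any one of A4 replicates 1 and 2 and B6 replicates 2, 3 and 4. With *E. faecalis* the 5 were all higher in B6, and leaving out 1 library gave from 1 (without A4 replicates 1, 2 or 4 or B6 replicate 3) and 2 (without B6 replicates 1 or 4) to 8 calls (without A4 replicate 3). With *S. marcescens* 1 was called without A4 replicates 2, 3 or 4. In the recognition and signalling list there were 0, 12 and 3 calls (0, 12 and 4 adjusted over the list alone), all higher in B6. For that list in Control, edgeR called 2 without A4 replicate 3 and 1 without B6 replicate 1. With *S. marcescens* it called 1, 6 and 5 without A4 replicates 1, 2 and 4 and 1 without B6 replicate 1. None of *DptA*, *AttC*, *Drs*, *Mtk*, *BomS1*, *PGRP-SB1*, *PGRP-SD* and *PGRP-LC* was called between the lines in any treatment. Some alternatives changed that. *Drs* with *S. marcescens* (-2.86, adjusted p 0.0642) was called without A4 replicate 2 (-3.08, adjusted p 0.0373), by DESeq2 (-2.77, adjusted p 0.0124) and with tissue scores (-3.79, adjusted p 0.0324). *PGRP-SD* in Control (-1.55, adjusted p 0.0958) was called without A4 replicate 3 (-1.95, adjusted p 0.0321), by DESeq2 (-1.55, adjusted p 0.0225) and without batch (-2.40, adjusted p 0.00918). DESeq2 also called *DptA* in Control (-4.55, adjusted p 0.0240, over alternatives to 0.556).

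Calls in one treatment and not in another do not show that the parental difference changed, so the interaction was tested. It called 8 genes for *E. faecalis* against Control, all with a more positive B6 minus A4 difference after infection, 4 for *S. marcescens* against Control, also all positive, and 1 between both infections, which was negative. Genes with unadjusted p under 0.05 numbered 908, 317 and 1186, and DESeq2 called 80 (63 positive and 17 negative), 50 (34 and 16) and 97 (51 and 46). With tissue scores 1 of the 3 calls for *E. faecalis* against Control was negative, and 8 of the 11 between both infections were positive. *Spn88Eb* (FBgn0038299, 3R 15206703 to 15208762) had the largest change for *E. faecalis* among genes above 10 CPM (5.11, SE 0.57, adjusted p 5.72e-06). It was at 286 ± 169 CPM in A4 and 81.9 ± 36.0 in B6 in Control (n = 4 each), and at 135 ± 44.0 and 1564 ± 457 with *E. faecalis* (n = 4 each). For *S. marcescens* its interaction was 3.48 (SE 0.56, adjusted p 0.00689), and the call was lost without Control A4 replicate 2 (2.86, adjusted p 0.101) or *S. marcescens* B6 replicate 1 (3.23, adjusted p 0.127), over alternatives from 1.28e-07 to 0.443. The other *E. faecalis* calls, named after their values were seen, were *msn*, *gukh*, *Mec2*, *HP1D3csd*, *CG10467*, *Tep4* and *CG17646*. *S. marcescens* calls were *Spn88Eb*, *Mec2*, *TotB* (a mean of 0.449 CPM) and *Grik*. Between both infections the call was *Grik* (FBgn0038840, 3R 20901956 to 20908263; -4.03, SE 0.57, adjusted p 0.000786), which has no value on the A4 genome and overlaps *TotX* on the opposite strand. That call was lost when only the compared libraries were fitted (-4.38, adjusted p 0.739, over alternatives from 1.58e-10). *Grik* was at 94.8 ± 110 CPM in the 3 *S. marcescens* B6 libraries (26.9 to 222.2), and its group mean was 10.9 CPM or less in every other group. For *E. faecalis* against Control, leaving out A4 replicate 4 of Control gave 68 calls. It gave 3 without Control A4 replicates 2 or 3, 2 and 4 without Control B6 replicates 2 and 3, 5, 3 and 2 without *E. faecalis* A4 replicates 2, 3 and 4, and 2 without *E. faecalis* B6 replicate 3. For *S. marcescens* against Control it was 2 without Control A4 replicates 2 or 3, Control B6 replicates 2 or 4, or *S. marcescens* A4 replicate 4, and 0 without *S. marcescens* B6 replicate 1. Between both infections it was 2 without *E. faecalis* A4 replicate 1, 3 without *E. faecalis* B6 replicate 1 or *S. marcescens* A4 replicate 2, and 14 without *S. marcescens* B6 replicate 3. The immune lists had no interaction call over all genes. Adjusted over the list alone there was 1 Imd-type and 3 recognition calls for *E. faecalis* against Control.

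Reciprocal F1 flies share their autosomes and differ in the origin of each allele and of the X chromosome. The A4-mother minus B6-mother difference gave 58 calls in Control (31 higher and 27 lower), 1563 with *E. faecalis* (837 and 726) and 49 with *S. marcescens* (21 and 28). With *E. faecalis* more calls were lower without the batch term (57 higher and 99 lower), with tissue scores (23 and 34) and in 6 of 8 omissions of 1 library. These were 101 and 257, 52 and 259, and 93 and 509 without replicates 2 to 4 of the F1 with a B6 mother, and 72 and 84, 121 and 455, and 40 and 49 without those of the F1 with an A4 mother. The excess of higher calls is therefore not stable. DESeq2 gave 116, 3436 and 105. Of all tested genes 15.6% are X-linked, against 52 of the 58 Control calls, 45 of the 49 *S. marcescens* calls and 324 of the 1563 *E. faecalis* calls (20.7%). On genes with a value in both genomes, genome-assigned X reads were 99.2% to 99.8% of A4 origin in F1 libraries with an A4 mother and 0.370% to 0.906% with a B6 mother, while autosomal reads were 49.7% to 52.1% of A4 origin. Over all autosomal genes the A4 share was 50.8% to 56.1%. In Control the count was 38 without replicate 1 and 38 without replicate 2 of the F1 with a B6 mother. With *E. faecalis* it was 2504, 358, 311 and 602 without replicates 1 to 4 of the F1 with a B6 mother, and 156, 576 and 89 without replicates 2, 3 and 4 of the F1 with an A4 mother, so single libraries decided this count. Without the batch term it was 156 and with tissue scores 57. *CG32640* was highest with an A4 mother, at least 2001-fold, 1033-fold and 1808-fold in Control, *E. faecalis* and *S. marcescens* (fitted 13.06, 12.58 and 12.47; SE 0.50, 0.51 and 0.52; adjusted p 5.30e-09, 1.11e-08 and 1.47e-08). *sordd2* was lowest, at least 2724-fold lower in Control and 2913-fold with *E. faecalis* (fitted -13.51, -13.70 and -10.04; SE 0.79, 0.79 and 0.73; adjusted p 1.68e-10, 2.07e-10 and 1.45e-08). For both genes, which are X-linked, the F1 followed the mother's line, as nearly all X reads did. Inheritance of the mother's X alone would give this. X reads from almost only the mother are what male flies would give.

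The F1 mean was compared with the mid-parent on the log scale. There were 9 calls in Control, all higher, 97 with *E. faecalis* (86 higher and 11 lower) and 25 with *S. marcescens* (11 and 14, but 90 and 51 with DESeq2). Unadjusted p was under 0.05 for 526, 1540 and 991 genes. Without the batch term the counts were 1004, 30 and 81, and DESeq2 gave 43, 382 and 141, so they varied widely with the model. The direction did too: in Control there were 724 higher and 280 lower without the batch term, and 33 and 48 in the compared groups alone. With *S. marcescens* more calls were higher in 8 of 16 omissions of 1 library. The highest Control gene was *CG18853* (6.26, SE 0.80, adjusted p 7.36e-05), at 55.4 ± 17.2 and 53.0 ± 9.49 CPM in the F1 groups against 72.0 ± 15.04 in A4 and none in B6 (n = 4 each). With *S. marcescens* *CG7695* was highest (5.82, SE 1.04, adjusted p 0.0137), a gene silent in A4. The log scale sets both values, since a single expressed allele lies far above a mid-parent that includes a silent line. *CG7695* lost its call without *S. marcescens* A4 replicate 1 (5.64, adjusted p 0.0504) or B6 replicate 1 (5.71, adjusted p 0.0564), over alternatives from 0.000355 to 0.420. *Grik* was lowest with *S. marcescens* (-2.08, SE 0.32, adjusted p 0.00121), and lost its call with the compared libraries alone (-2.14, adjusted p 0.0524) and with tissue scores (-2.23, adjusted p 0.0502), over alternatives from 4.24e-08. With *E. faecalis*, *CG11413* (FBgn0035022, 2R 24536190 to 24536791; 3.30, SE 0.80, adjusted p 0.0413) and *Zip89B* (FBgn0038412, 3R 16305758 to 16308700; -1.45, SE 0.36, adjusted p 0.0462) were the extremes. Both calls were lost in most omissions of a single library, with adjusted p up to 0.130 and 0.240 over their alternatives. In Control the count was 5 without replicate 3 of the F1 with a B6 mother. With *S. marcescens* it was 16 without B6 replicate 1 and 16 without replicate 1 of the F1 with an A4 mother. With *E. faecalis* it was 33, 54, 155 and 41 without A4 replicates 1 to 4, 35, 56, 41 and 49 without B6 replicates 1 to 4, 42 and 48 without replicates 3 and 4 of the F1 with a B6 mother, and 37 and 48 without replicates 1 and 3 of the F1 with an A4 mother.

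Allele-assigned reads separated the parental difference into a part seen between alleles within the same F1 cells and the remainder. On 6276, 5955 and 6426 autosomal genes, the parental lines differed at 1098 genes in Control, 3157 with *E. faecalis* and 877 with *S. marcescens*. The Control count was 1810 without A4 replicate 3, and the *S. marcescens* count was 1447, 522 and 1413 without A4 replicate 2 and B6 replicates 1 and 2. No fit of genome-assigned counts with an extraction batch term was compared. In the fit of all genes the parental *E. faecalis* count was 4746 with that term and 2970 without it. The parental and trans counts from genome-assigned reads may therefore depend on batch too. Alleles within F1 flies differed at 662, 967 and 711 genes. The trans difference was called for 28 (20 higher and 8 lower), 2242 (483 and 1759) and 118 genes (99 and 19). The side with more calls turned in Control without A4 replicate 3 (172 and 227) or B6 replicate 3 (28 and 40), and with *S. marcescens* without B6 replicate 2 (158 and 361). Across genes the parental and allelic differences had Spearman correlations of 0.465, 0.362 and 0.413. Cis only was the class of 397, 431 and 318 genes and trans only of 20, 1833 and 94. Compensatory genes numbered 3, 106 and 6, cis plus trans 4, 156 and 9, and cis by trans 1, 69 and 8. Leaving out 1 library gave 4 (without replicate 2 of the F1 with a B6 mother, among others) to 334 (without A4 replicate 3) trans only genes in Control and 50 (without replicate 3 of the F1 with a B6 mother) to 457 (without B6 replicate 2) with *S. marcescens*. The same Control omissions gave 1 and 28 compensatory genes, and with *S. marcescens* there were 2 without replicate 3 of the F1 with a B6 mother and 26 without A4 replicate 2. Cis plus trans genes ran from 1 to 22 in Control and from 5 to 22 with *S. marcescens*. Cis by trans genes ran from 0 to 11 in Control, 49 to 120 with *E. faecalis* (120 without B6 replicate 3) and 4 to 17 with *S. marcescens*. Whether these counts differ between treatments was not tested as an interaction. Without genes with over 5% of reads on the wrong genome there were 321, 373 and 258 cis only genes. Allelic calls were then 551, 865 and 604. Reads that map unequally to the 2 genomes could also make genes cis only. With TMM-scaled sizes the *E. faecalis* trans calls were 1069 higher and 1167 lower, and the median trans difference over all genes was 0.05 in place of -0.34, a shift of -0.40 from that scaling to the reported one, so the excess of lower calls in the reported fit depends on the scaling. The allelic counts were within 1.5 times of the reported ones in every omission of a library, and so was the *E. faecalis* trans count (1881 to 2447), while the Control and *S. marcescens* trans counts were not. In Control the trans count was 255 and 399 without A4 replicates 2 and 3, 14, 15, 68 and 47 without B6 replicates 1 to 4, 10, 6, 6 and 9 without replicates 1 to 4 of the F1 with a B6 mother, and 8, 8, 7 and 7 without those of the F1 with an A4 mother. With *S. marcescens* it was 383 and 178 without A4 replicates 2 and 4, 78 and 519 without B6 replicates 1 and 2, 70, 73, 63, 68 and 71 without replicates 1 to 5 of the F1 with a B6 mother, and 71, 73, 75 and 69 without replicates 1 to 4 of the F1 with an A4 mother.

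**Figure D3:**
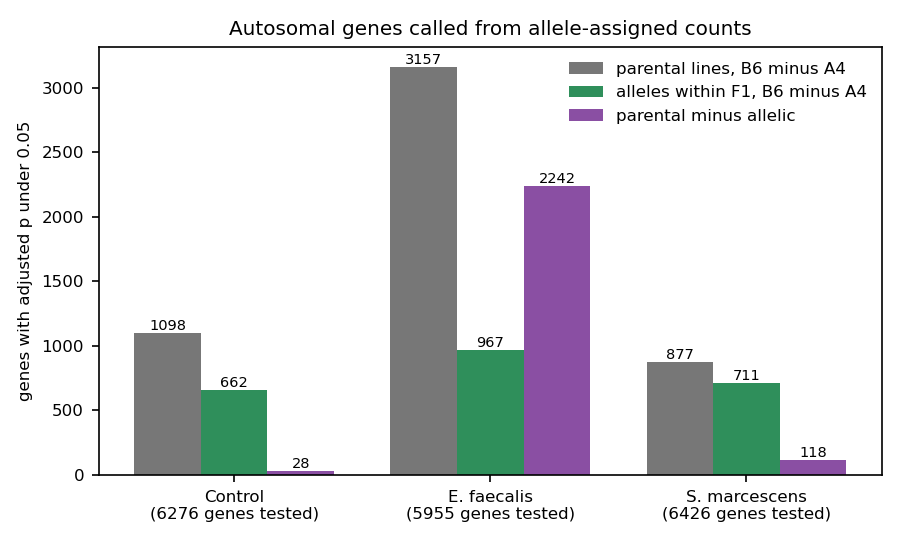
Autosomal genes called (edgeR, adjusted p under 0.05, y axis) from genome-assigned counts in each treatment (x axis), for the parental lines, for the alleles within F1 flies and for their difference. Allelic calls lay between 662 and 967, and calls of the difference numbered 28, 2242 and 118.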

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

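Of the tests in this part, those of an exchange of libraries, of mixing with infected material, of an effect of batch 9 and of splits that keep same-batch pairs were written after the values were seen, and the tests of tissue markers and depth were written before theirs. A library was singled out when it lay far from the others of its group by Dixon's test, applied to groups of 4 or 5. This happened in 27 of 154 groups tested over 14 measures, where chance gives about 1 in 20 groups, or 7.70.

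Immune transcripts were high in some Control libraries. Replicate 4 of the Control F1 with a B6 mother held 2818 CPM of *DptA* (1.02 to 3.23 in the others of its group), 3276 of *AttC* (6.05 to 19.4), 4675 of *Drs* (40.2 to 121), 354 of *Mtk* (0.316 to 3.86), 3979 of *BomS1* (64.3 to 176) and 93.9 of *PGRP-LC* (47.6 to 55.4). Replicate 4 of the Control F1 with an A4 mother held 638 CPM of *DptA* (0.825 to 58.2) and 564 of *PGRP-SB1* (51.4 to 109). Control A4 replicate 1 held 3776 CPM of *AttC* (41.3 to 208), 75.4 of *Mtk* (1.45 to 11.9), 1948 of *PGRP-SB1* (35.5 to 109) and 251 of *PGRP-SD* (30.9 to 61.0). Control B6 replicate 4 held 56.6 CPM of *DptA* (2.03 to 9.72), 177 of *Drs* (63.5 to 76.9) and 201.9 of *BomS1* (75.95 to 92.5).

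An exchange with an infected library of the same genotype needs an infected library at Control level. The lowest infected *AttC* value was 6431 CPM in the F1 with a B6 mother, 843 in the F1 with an A4 mother and 1061 in A4, against 19.4, 232.3 and 208 in the highest other Control library. The order of single pairs was reversed. In the F1 with an A4 mother, Control replicate 4 held 1038 CPM of *AttC* and *E. faecalis* replicate 4, also of batch 9, held 843 and only 14.9 of *DptA*, and Control A4 replicate 1 also lay above the lowest infected A4 library in *AttC*. *Drs* and *BomS1* did not go with an exchange with *E. faecalis* there. The Control library held 172 and 202.9 CPM of them in that F1 and 321.6 and 231.7 in A4, against at least 3002 and 3808, and 2503 and 1315, in the *E. faecalis* libraries. Together these values argue against an exchange within the genotype. Both F1 libraries are the only Control libraries of batch 9. An effect of that batch on all its libraries would raise its *E. faecalis* libraries too, but their Imd-type targets differed from those of other batches by log2 values of -0.53 in A4, 1.43 in B6, -0.13 in the F1 with a B6 mother and -2.32 in the F1 with an A4 mother, from 1 library of batch 9 each. The mean of -0.387 covers values that go both ways, so a batch 9 effect cannot be told apart from the other explanations. Mixing with infected material should raise all induced genes by the same share. The median share from induced genes outside the immune lists was 66.9% of the share *AttC* needs for the F1 with an A4 mother, with *S. marcescens* as the source (4.52% with *E. faecalis*), so mixing may account for part of that library. With *S. marcescens* as the source it was 26.5% for the F1 with a B6 mother and 21.5% for A4, where mixing cannot be told apart from an immune response of the flies, because these shares lie between the outcomes set for either. With *E. faecalis*, the only infection in batch 9, it was 12.5% for the F1 with a B6 mother. For A4 it was 1.015%, and *AttC* would need a share of 120% of an *E. faecalis* library, which argues against that source. What Control flies received is not stated in the labels, and an immune response of these Control flies stays open and was not tested.

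Single genes stood out elsewhere. *PGRP-LC* was at 199 CPM in Control A4 replicate 3 (32.2 to 60.3 in the others), 132 in Control B6 replicate 1 (47.1 to 57.8) and 48.8 in *E. faecalis* A4 replicate 1 (194 to 214). *Drs* was at 11198 CPM in *S. marcescens* replicate 5 of the F1 with a B6 mother (673 to 3277). *BomS1* was at 2189 CPM in *S. marcescens* A4 replicate 4 (103 to 316) and at 2812 in *S. marcescens* replicate 4 of the F1 with an A4 mother (201.7 to 551). No technical or biological explanation of these values was tested.

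The total count of *S. marcescens* replicate 3 of the F1 with a B6 mother was 51181833, against 30444705 to 35412950 in the others. Library sizes enter the fit, and no other explanation was tested.

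Markers of other tissues were high in some libraries. Gut markers summed to 20163 CPM in *E. faecalis* B6 replicate 3 (632 to 3606 in the others) and to 26144 in *E. faecalis* replicate 4 of the F1 with a B6 mother (2014 to 5650). High gut values are not particular to that library, since the *S. marcescens* libraries of the same genotype held 3710 to 20831. Accessory gland markers summed to 3444 CPM in Control A4 replicate 2 (16.9 to 496). That level is not high among the other groups, with 1647 to 4215 in Control B6, 2181 to 6020 in the Control F1 with a B6 mother and up to 8404 in *S. marcescens*, so this library differs because the others of its group are low. If RNA of that tissue were present, most genes of the list would be above every other library of the group. This held for 23 of 26 gut genes (88.5%) in the F1 library and 19 of 20 accessory gland genes (95%) in the A4 library. These values are in line with gut RNA in the F1 dissection and with more accessory gland RNA in this A4 dissection than in the others of its group. In the B6 library it held for 18 of 26 (69.2%), where gut RNA cannot be told apart from a change in some of these genes, since the share lies between the outcomes set for either. Testis markers were low in *S. marcescens* replicate 1 of the F1 with an A4 mother, at 4351 CPM (9200 to 9943), and fat body markers high in replicate 2 of that group, at 42679.5 CPM (20491 to 23060). Those last values were not tested further.

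The parental difference changed between treatments for 8 genes (*E. faecalis* against Control), 4 genes (*S. marcescens* against Control) and 1 gene (between infections). With the libraries thinned to equal depth the first count was 7, which argues against depth. Other splits of the libraries into lines were drawn so that as many pairs from the same batch were parted as in the real split. As many calls came from 17 of 100, 36 of 100 and 32 of 100 of them, the real split included, so chance is not excluded at 0.05 for any of the 3 comparisons. The highest counts were 5676, 4629 and 5126. Such splits also exchange the lines within 1 treatment, so they can turn a constant parental difference into an apparent change. Of 100 splits drawn without regard to batch, 3, 7 and 6 gave as many calls. A difference in how the lines respond to infection stays open for the genes named, beside the single-library effects on these counts.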

How the results depend on the processing

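Alternatives with tissue scores, thinning, unsuffixed columns and the allele settings were chosen after the data were seen, and the others were planned. No called gene with a log2 value in the report changed sign, and no correlation did. Genes given there by name alone were not followed through the alternatives. Over 24 comparisons, the side with more calls turned in 29 of 156 fits under an alternative and in 39 of 382 with 1 library left out. The cause was not tested for any change below unless stated.

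With *S. marcescens*, the parental difference had more higher calls with RLE (848 and 584), DESeq2 (1200 and 1046), no batch term (380 and 285), the compared groups alone (58 and 40), thinning (567 and 545) and the unsuffixed columns (653 and 595). With *E. faecalis* it had more lower calls with RLE, DESeq2 and the compared groups alone (2157 and 2359). The *E. faecalis* response had more higher calls with RLE, DESeq2 and tissue scores. The reciprocal difference with *E. faecalis* had more lower calls without the batch term, with tissue scores and in the compared groups alone (1356 and 1372). The *S. marcescens* response stayed within 1.5 times under every alternative run (1164 to 2012). The *E. faecalis* response was 922 to 1423 when 1 library was left out. Replicate numbers only name libraries, so the batch served as the block in the fits of all genes.

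Without the extraction batch block, counts were 3576 (*E. faecalis* response), 3956 (*E. faecalis* minus *S. marcescens*), 2970 and 665 (parental, *E. faecalis* and *S. marcescens*), 3 (interaction of *E. faecalis* with Control), 156 and 95 (reciprocal, *E. faecalis* and *S. marcescens*) and 1004, 30 and 81 (F1 minus mid-parent, Control, *E. faecalis* and *S. marcescens*). Imd-type parental calls were 1 in Control and 0 with *S. marcescens*, Toll-type calls 20 between infections and 2 for the *E. faecalis* parental difference, and recognition calls 12 between infections. The correlation of both responses was 0.252.

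With only the compared groups and no batch term, counts were 4809 (*E. faecalis* response), 3451 (between infections), 253 and 98 (parental, Control and *S. marcescens*), 0 and 0 (interactions of *S. marcescens* with Control and with *E. faecalis*, edgeR, where the fit with batch had 317 and 1186 genes at an unadjusted p under 0.05 and DESeq2 called 50 and 97), 34, 2728 and 14 (reciprocal) and 81, 2.2e+02 and 8 (F1 minus mid-parent). Imd-type parental calls were 5 with *E. faecalis* and 0 with *S. marcescens*. Toll-type calls were 21 between infections, 0 in the Control parental difference and 11 in the *E. faecalis* one. Recognition calls were 10 between infections and 0 for the *S. marcescens* parental difference. These fits hold fewer libraries.

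DESeq2 called 1354 and 2246 genes for the parental difference in Control and *S. marcescens*, 80, 50 and 97 for the interactions (63, 34 and 51 positive), 116, 3436 and 105 for the reciprocal difference and 43, 382 and 141 for F1 minus mid-parent. Its parental list calls were 2 (Imd-type, Control), 4 (Toll-type, *S. marcescens*) and 6 (recognition, *S. marcescens*).

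With tissue scores counts were 446 (*E. faecalis* response), 1248 and 832 (parental, *E. faecalis* and *S. marcescens*), 3 and 11 (interactions of *E. faecalis* with Control and with *S. marcescens*), 57 (reciprocal, *E. faecalis*) and 23, 164 and 7 (F1 minus mid-parent). Toll-type parental calls were 2 and 1 and recognition calls 1 with *S. marcescens*. The correlation of the parental differences between infections was 0.460. The *E. faecalis* response lost calls with standard errors 1.30 times larger in called genes, and 438 of the 446 were called in both fits.

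RLE scaling gave 2 calls for the interaction between infections, 2 Toll-type and 6 recognition calls in the *S. marcescens* parental difference, and moved the median of the interaction between infections by -0.14. Thinning gave 3 calls for that interaction, 11 for F1 minus mid-parent with *S. marcescens* and 1 Toll-type parental call in Control. Without the count filter there was 1 such call and 18 trans calls in Control. The unsuffixed columns gave 5, 2 and 0 interaction calls and 1 and 2 Toll-type parental calls in Control and *S. marcescens*. Trans calls in Control were 18 with TMM-scaled sizes and 16 with X-linked genes. Replicates 1 to 3 alone gave 722 parental calls from genome-assigned reads in Control, 15 and 44 trans calls in Control and *S. marcescens* and 380 allelic calls with *S. marcescens*, from fewer libraries. A planned omission of libraries of low depth had no value, since 0 libraries lay under its limit of 6243806 counts.

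Leaving out 1 library gave ranges of 514 to 1672, 2520 to 4797 and 566 to 2658 for the parental differences (Control, *E. faecalis*, *S. marcescens*), 2 to 68, 0 to 5 and 1 to 14 for the interactions, 38 to 50 and 89 to 2504 for the reciprocal differences in Control and *E. faecalis*, and 5 to 10, 33 to 155 and 16 to 30 for F1 minus mid-parent. Trans calls ranged from 6 to 399 in Control and 63 to 519 with *S. marcescens*, and parental calls from genome-assigned reads from 754 to 1810 and 522 to 1447. Ranges of the allele classes are in the report. Imd-type parental calls ranged from 0 to 1 in Control and with *S. marcescens*. Toll-type calls ranged from 2 to 6 between infections and, for the parental differences, from 1 to 2, 1 to 8 and 0 to 1. Recognition parental calls ranged from 0 to 2 in Control and 1 to 6 with *S. marcescens*. The parental correlation ranged from 0.397 to 0.733 between Control and *E. faecalis* and from 0.512 to 0.780 between Control and *S. marcescens*. The libraries are named with their values in the report.

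Over named genes and allele classes, leaving out 1 library left 1584 values on the same side, took 54 below the threshold, brought 3 past it and moved 43 class counts. *AttC* between infections was lost without *E. faecalis* A4 replicate 1 (0.0563), B6 replicates 1 and 4 (0.0527 and 0.0515), replicate 4 of the F1 with a B6 mother (0.0539) or replicate 1 of the F1 with an A4 mother (0.0585), and without *S. marcescens* A4 replicate 4 (0.0804), B6 replicate 3 (0.0637) or replicate 4 of the F1 with an A4 mother (0.0502), all edgeR adjusted p, over alternatives from 0.00134 to 0.143. The *Mtk* call between infections was lost in these single omissions (edgeR adjusted p). With *E. faecalis*, A4 replicates 1 and 4 gave 0.0622 and 0.0501, and B6 replicates 1 and 4 gave 0.0589 and 0.0566. *E. faecalis* F1 (B6 mother) replicates 1, 2 and 4 gave 0.0514, 0.057 and 0.0642. *E. faecalis* F1 (A4 mother) replicates 1, 2 and 4 gave 0.0585, 0.0527 and 0.0551. *S. marcescens* A4 replicate 4, B6 replicate 3 and F1 (A4 mother) replicate 4 gave 0.0528, 0.133 and 0.0925. Alternatives ran from 0.000539 to 0.143. For F1 minus mid-parent with *E. faecalis*, the *CG11413* call was lost in these single omissions of its libraries (edgeR adjusted p). A4 replicates 1, 2 and 4 gave 0.13, 0.0753 and 0.0983. B6 replicates 1 to 4 gave 0.107, 0.0782, 0.103 and 0.0504. F1 (B6 mother) replicates 1, 3 and 4 gave 0.0808, 0.0525 and 0.0769. F1 (A4 mother) replicates 1 and 3 gave 0.0796 and 0.106. Alternatives ran from 0.000326 to 0.130. The *Zip89B* call was lost in these single omissions of *E. faecalis* libraries (edgeR adjusted p). A4 replicates 1, 2 and 4 gave 0.22, 0.0526 and 0.078. B6 replicates 2, 3 and 4 gave 0.124, 0.103 and 0.0644. F1 (B6 mother) replicates 1, 3 and 4 gave 0.078, 0.145 and 0.106. F1 (A4 mother) replicates 1 to 4 gave 0.123, 0.0843, 0.0625 and 0.0761. Alternatives ran from 0.00354 to 0.240. *Mtk* was called between the lines with *E. faecalis* in the compared groups alone (1.52, edgeR adjusted p 0.0295, up to 0.851 over alternatives).

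Depth limits the parental lines most, and genome-assigned reads were 11.8% to 15.4% of a library.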

Other observations

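The tests in this part of library-size scaling, of reads on the wrong genome, of complete batches, of A4 reads in B6 libraries and of splits that keep same-batch pairs were written after the values were seen, and the remaining tests before theirs. The idea that other tissues contribute came from the data, so it is a hypothesis here.

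Parental calls were many more with *E. faecalis* (4746) than in Control (803). Thinned to equal depth the ratio was 6.44, and without the batch term 4.75, so neither depth nor the complete batches of *E. faecalis* accounts for the excess. A candidate explanation is unequal testis RNA. Summed testis markers were at 15208 ± 2351 CPM in *E. faecalis* A4 (SD, n = 4) and 6869 ± 3062 in B6 (n = 4), a difference of 1.25 between the means of log2 values per library, with an exact two-sided permutation p of 0.0286, the smallest possible for 4 against 4, and 0.0857 after adjustment over 6 such tests. The corresponding difference was 0.79 in Control (exact p 0.286) and 1.29 with *S. marcescens* (exact p 0.0857, n = 4 and 3). Single libraries weigh on both of these values. Control A4 replicate 4 held 21898.5 CPM (4305 to 10356 in the others of its group). *S. marcescens* B6 replicate 1 held 1706.5 CPM (5109 and 7052 in the others). A testis difference as large came with only 1286 calls with *S. marcescens*. That cannot decide whether testis RNA is the whole cause of the excess, because both counts depend on single libraries. Leaving out 1 library gave 566 to 2658 calls with *S. marcescens* and 2520 to 4797 with *E. faecalis*. Across genes, the *E. faecalis* parental difference had a Spearman correlation of -0.534 with each gene's slope on the testis score in the other treatments. Simulated without a difference it was 0.0176, but those counts came from means and sizes only. That gives no chance level for genes that vary together. The correlation was -0.459 in Control and -0.588 with *S. marcescens*, whose libraries also gave the slope. The slope alone does not single out *E. faecalis*. With testis, accessory gland and gut scores as covariates the ratio of calls was 1.28, and the median absolute log2 difference of the called genes went from 1.199 to 0.517 at 0.982 times the standard error. Tissue content may therefore contribute to the excess. A covariate that follows genotype also removes true differences, so a divergence of the lines under *E. faecalis* stays open.

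The reciprocal F1 calls had the same pattern, with 1563 under *E. faecalis* and 58 in Control, but the size of this excess is imprecise. Leaving out 1 library gave 89 to 2504 calls under *E. faecalis* and 38 to 50 in Control. With tissue scores as covariates there were 57 under *E. faecalis* and 74 in Control. In Control the X-linked share of called genes was 5.74 times that of tested genes, as maternal X-linked alleles would give. With *E. faecalis* only 20.7% of calls were X-linked. That cannot exclude such alleles as the cause of the excess, since they could also act on autosomal genes. Testis markers were at 15340 ± 2786 CPM with an A4 mother and 6154 ± 3145 with a B6 mother under *E. faecalis* (SD, n = 4 each, log2 difference 1.49, exact p 0.0286, adjusted 0.0857). It was -0.03 in Control (exact p 0.914) and 0.83 with *S. marcescens* (exact p 0.183). The correlation of the reciprocal difference with the testis slope was 0.632 with *E. faecalis*, -0.0236 in Control and 0.471 with *S. marcescens*. It was 0.00113 simulated, with the same limit. Testis content may account for part of the excess. Parent-of-origin effects and those of the X stay open and were not tested.

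Trans calls were also many more with *E. faecalis* than in Control. The ratio was 124 with TMM-scaled sizes (2236 against 18 calls) and 76.3 without genes whose reads fell on the wrong genome (2214 against 29), so neither accounts for the excess. Its size is imprecise, since the Control count in the reported fit ran from 6 to 399 when 1 library was left out (1881 to 2447 with *E. faecalis*). The trans difference correlated with the testis slope at -0.604, against -0.565 in Control and -0.517 with *S. marcescens*. Unequal tissue content between the parental dissections is a candidate explanation, since both alleles of an F1 share 1 dissection.

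Calls in the marker lists are given with the median log2 value of each list. Testis markers had 20 of 31 genes lower in B6 with *E. faecalis* (median -1.29), 3 lower with *S. marcescens* (-1.17) and 0 called by edgeR in Control (-0.75), and 14 higher with an A4 mother with *E. faecalis* (1.38). Fat body markers had 7 of 12 genes higher in B6 with *E. faecalis* (0.96), and for the responses 1 higher and 4 lower (-0.55) and 1 higher and 3 lower (-0.43). Accessory gland markers had 3 lower genes in the *E. faecalis* response (0.30) and 3 lower between infections (0.25), where the median has the opposite sign. Gut markers had 3 higher and 1 lower in the *E. faecalis* response (0.89) and 4 higher and 1 lower in the *S. marcescens* response (-0.57), and 1 higher and 2 lower in the Control parental difference (-2.41). Comparisons with at most 2 calls in a list also had large medians. For gut markers these were 4.55 and 4.42 (interactions of *E. faecalis* with Control and with *S. marcescens*), 3.40 and 3.08 (F1 minus mid-parent, Control and *S. marcescens*), -2.16 (parental, *S. marcescens*) and -2.99, -2.13 and -3.19 (reciprocal, in the order Control, *E. faecalis*, *S. marcescens*), and for accessory gland markers -2.97 (interaction of *E. faecalis* with Control).

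In B6 libraries 0.416% of the genome-assigned reads fell on the A4 genome over 5268 autosomal genes that had a value in both genomes and at least 100 such reads. Over all genome-assigned reads the share was 1.07% to 2.07% per library. The median of these genes had 0% and 17 genes together held at least as many of these reads as the other genes, with 87 genes over 5%. A4 RNA or flies in these libraries would put a similar share on every gene, so the value of 0 argues against it as the source of the reads on these genes.

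Differences were related to exonic length across genes. For F1 mean minus mid-parent the Spearman value was -0.225 in Control, -0.299 with *E. faecalis* and -0.209 with *S. marcescens*. For the parental difference it was 0.177, 0.271 and 0.189, and for its change from Control to *E. faecalis* 0.2198. The reciprocal difference had no common sign, with 0.325 in Control, -0.0373 with *E. faecalis* and -0.179 with *S. marcescens*. Thinned to equal depth the F1 values were -0.223, -0.302 and -0.218, so the depth of the libraries does not account for that trend. No biological explanation was tested.

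For the remaining results, other splits of the libraries were compared with the real one, which is included in each number. Because batches hold libraries of both groups compared, only splits that part as many same-batch pairs as the real one were counted, except for the allelic differences, where alleles were exchanged within F1 libraries. As many calls came from 1 of 8 splits for the parental differences in Control and *E. faecalis*, 2 of 8 with *S. marcescens* (another split gave 3040 calls), 1 of 12 for the reciprocal difference in Control and 1 of 8 with *E. faecalis*, 1 of 16 for the trans difference in Control and 1 of 12 with *S. marcescens*. So few splits cannot give a share under 0.05, so this test alone excludes chance for none of these. In the parental differences the other splits gave at most 11 calls in Control and 0 with *E. faecalis* (edgeR), and 506 of the 507 genes called in all 3 treatments, from separate libraries, had the same sign. This argues against chance as the source of the parental differences that the treatments share. Without regard to batch the parental and reciprocal counts came from 1 of 35 splits each and the trans counts from 1 of 100, but those splits do not keep the same-batch pairs. With same-batch pairs kept, as many calls came from 1 of 100 splits for each response and for *E. faecalis* minus *S. marcescens*. For each allelic difference, with alleles exchanged, it was also 1 of 100. It was 1 of 81 for the trans difference with *E. faecalis* and 1 of 25 for the reciprocal difference with *S. marcescens*. For F1 mean minus mid-parent with *E. faecalis* it was 4 of 100 (4661 calls in another split). Chance is excluded at 0.05 for these. For F1 mean minus mid-parent it was 8 of 100 in Control (1911 in another split) and 8 of 100 with *S. marcescens* (4483), where chance is not excluded. Splits of F1 against parental libraries can put A4 and B6 in unequal numbers on the 2 sides and so turn a parental difference into calls, so these shares are no evidence for chance either. Without regard to batch it was 1 of 100 and 3 of 100, and 2 of 100 with *E. faecalis*.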
